A study of Arabidopsis thaliana with 6 samples.

How the data were processed

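Polyadenylated RNA of dark-grown seedlings was sequenced from strand-specific libraries on a DNBSEQ instrument, per the labels' protocols. The read filtering, aligner, counting tool, genome build and annotation are not stated in the labels or file headers. The authors deposited whole-number counts per gene for each of the 6 libraries, without normalization and without pooling of replicates. The authors also deposited a comparison of the genotypes, with a mean normalized count per gene (a signal averaged over all libraries), a log2 fold change with its standard error, and a p-value with its adjusted value, per the file headers. Every gene with a total of at least 10 counts, 23350 in all, and no other gene, is in the deposited comparison. DESeq2 run here on those genes gave p-values within 0.000203 log10 units of the deposited p-values. The deposited log2 fold changes differ from the unshrunken ones of that run, with a median ratio of absolute values of 0.792, and their sign is mutant over wild type.

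Samples were grouped by the genotype in their labels, 3 wild type and 3 mutant. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered by filterByExpr with the group, libraries were scaled by TMM factors, and the genotypes were compared with glmQLFit and glmQLFTest, with no covariate and Benjamini-Hochberg adjustment at 0.05. The standard error given is the absolute log2 fold change divided by the square root of the F statistic, which is approximate. CPM values are scaled by the TMM factors. Gene lists were tested with limma 3.58.1 by camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01, two-sided, with adjustment over the 8 lists. The lists were SWI/SNF subunits, gibberellin, brassinosteroid, light signalling, photosynthesis, cell wall, SAUR and auxin, and seed maturation genes, and no gene was in more than 1 list. They were written, with the tests, before the data were examined.

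Genes were named by a rule also fixed then. It takes the 2 mutated genes, the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the groups, and in each list at most the 3 members with the largest change past the threshold, with all such members for the SWI/SNF list. Symbols came from the TAIR10.1 annotation, which matched 99.6% of the listed loci and 20693 of the 20791 tested genes. Since the authors' build is not stated, that annotation was used for names, neighbours, overlaps, exonic length and GC content, and no coordinates are given. Copies were searched with blastn for matches of at least 100 bases at 95% identity or more; 4 of the 38 named genes had one, and 10 overlapped another gene.

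The alternatives were RLE and upper-quartile factors, DESeq2 1.42.0, the legacy quasi-likelihood method, no filter on low counts, at least 10 counts in every sample, a replicate block, each library left out in turn, a test against a fold change of 1.5, an adjusted p under 0.01, and for the lists fry, an estimated correlation and a prior count of 0.5. Added after seeing the data were the newer quasi-likelihood method, offsets for exonic length with or without GC content (a spline with 4 degrees of freedom per library, fitted on genes with a mean log2 CPM over 1), counts halved, and the SWI/SNF list without the 2 mutated loci.

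The tests were checked on simulated counts with the real library sizes and means, in which 200 genes were changed. Of these 83.5% were recovered, and 95.5% of those changed at least 2-fold. Of the 173 calls 6 were false, over 20632 tested genes. The changed genes were drawn only from those above a minimum mean count and were given fixed fold changes. Each gene's spread was set by its abundance alone, and far fewer genes were changed than were called in the data. These rates therefore do not carry over to genes with low counts or an unusual spread. When the observed length trend of each library was added to the simulation, 199 of 363 calls were false over 20626 tested genes, and 13 of 187 with the length offsets. In that simulation, 1 draw in which the changed genes were picked at random, 2 of the 8 lists passed the threshold without the offsets, photosynthesis (camera adjusted p 0.0284, higher) and SAUR and auxin (0.0481, higher), and 0 with them, where the number with an unadjusted p under 0.05 was also 0.

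Library totals lay between 40876788 and 44982000 counts, so 1 CPM, before TMM scaling, stands for 40.9 to 45.0 counts. Even numbers made up 74.8% of the count values from 1 to 20, so a count may not be a separate molecule, and precision is lower than the totals imply. Values at or under 3 counts were treated as a floor.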

Results

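Transcript abundance was measured by RNA sequencing in Arabidopsis thaliana seedlings kept for 5 days in darkness, a condition in which the hypocotyl elongates and greening is held back. There were 3 libraries of the wild type and 3 of the mutant bdh1-1 bdh2-1, which carries mutations in 2 genes for BCL-domain homolog proteins. The series title places these proteins in the SWI/SNF chromatin remodelling complexes. The sample labels give whole etiolated seedlings as the material, whereas the design text of the series speaks of hypocotyls, so which part was sampled is left open here. The total count per library was 44789662, 44754973 and 44496413 in wild-type replicates 1, 2 and 3, and 44982000, 40876788 and 44942255 in mutant replicates 1, 2 and 3. Counts were listed for 38064 genes, 26975 of which had a count in at least 1 library, and 20791 passed the filter on low counts and were tested. In a principal component analysis of log2 CPM (counts scaled to library size), the first component held 58.7% of the variance and separated all 3 wild-type from all 3 mutant libraries. No 2 libraries of a group agreed within sampling noise: the chi-square statistic per degree of freedom between libraries of the same group was 15.2 or more. This speaks only against 1 library having been deposited in duplicate. That the libraries are replicates is taken from their labels.

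The mutated genes were examined first, as a check of the labels. Neither the deposited tables nor the reference annotation (TAIR10.1) pairs a locus with the BDH names, and the loci AT4G22320 and AT5G55210 were assigned from memory of the literature. AT4G22320 had 169, 143 and 148 counts in wild-type replicates 1, 2 and 3 and 8, 12 and 15 counts in mutant replicates 1, 2 and 3. Its level was 3.39 ± 0.299 CPM (SD, n = 3) in the wild type and 0.272 ± 0.0833 CPM (SD, n = 3) in the mutant. The log2 fold change was -3.63 (SE 0.263), with an adjusted p of 0.000105 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AT5G55210 had 693, 575 and 755 counts in wild-type replicates 1, 2 and 3 and 7, 14 and 22 counts in mutant replicates 1, 2 and 3. Its level fell from 14.9 ± 1.73 CPM (SD, n = 3) to 0.334 ± 0.175 CPM (SD, n = 3), a log2 fold change of -5.47 (SE 0.264; edgeR adjusted p 1.66e-05). Each locus overlaps a gene on the opposite strand in the reference, and whether the counting used strand is not stated, so the low mutant counts include any reads of those neighbours that were assigned to them. Both loci had lower counts in every mutant library than in any wild-type library. Among the alternatives, the log2 fold change of AT4G22320 ranged from -3.84 to -3.40 and that of AT5G55210 from -5.91 to -5.13.

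**Figure D1:**
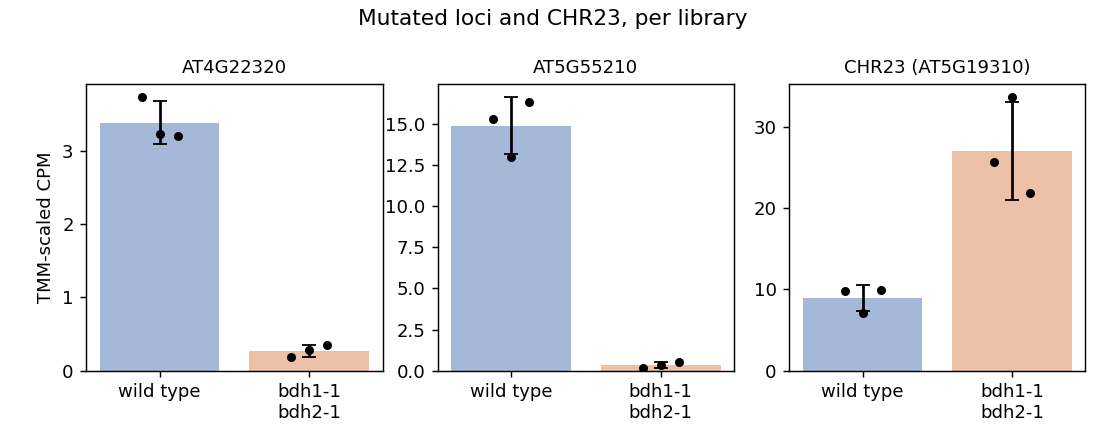
TMM-scaled CPM of AT4G22320, AT5G55210 and the SWI/SNF ATPase gene CHR23 in the wild type and the mutant. Bars are means, error bars are SD over 3 libraries and points are single libraries; the first 2 genes fall to 0.272 and 0.334 CPM in the mutant, and CHR23 rises from 8.92 to 27.1 CPM.

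The main comparison asked which transcripts differ between the mutant and the wild type in darkness. With edgeR's quasi-likelihood test and an adjusted p under 0.05, 4882 of the 20791 tested genes differed, which is 23.5%. Of these, 2526 were higher and 2356 lower in the mutant. The median absolute log2 fold change of the genes that differed was 0.57, and 930 genes changed at least 2-fold, 564 of them higher and 366 lower. The CPM values of the groups did not overlap for 41.3% of tested genes, where chance gives 10% for a single gene. All genes share the same libraries, so 1 difference between libraries can raise this share, and it is a description only. Of the 4882 genes 4776 were among those without overlap, which a small p with 3 libraries per group largely brings about. The setting that moved the count most was a test against a fold change of 1.5, which left 431 genes. With upper-quartile factors 2813 genes were higher and 2047 lower, so the share of higher genes was 57.9% in place of 51.7%. More genes were lower than higher with DESeq2 (2768 higher, 2826 lower), without mutant replicate 2 (2446 and 2453) and in the authors' deposited table (2775 and 2824), so neither direction prevailed across the alternatives. Leaving out mutant replicate 1 gave 1811 genes, 1066 higher and 745 lower, and 1791 of them were also among the 4882. Leaving out wild-type replicate 1 gave 2373 genes and leaving out wild-type replicate 3 gave 2682. Long transcripts tended to be lower in the mutant and short ones higher. Over 16773 genes the Spearman correlation of the log2 fold change with exonic length was -0.40, across genes, which are not independent replicates. With each library's length trend taken out, a correction chosen after seeing the data, 4126 genes differed and 3356 of them were among the 4882.

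**Figure D2:**
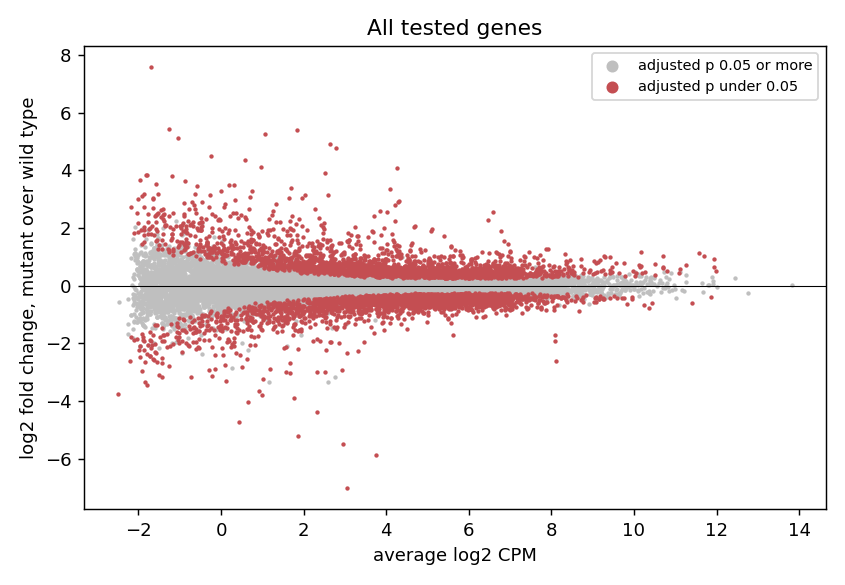
Log2 fold change of the mutant over the wild type against average log2 CPM for the 20791 tested genes, 1 point per gene. Red points are the 4882 genes with an edgeR adjusted p under 0.05, which lie on both sides of 0 over the whole range of abundance.

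**Figure D3:**
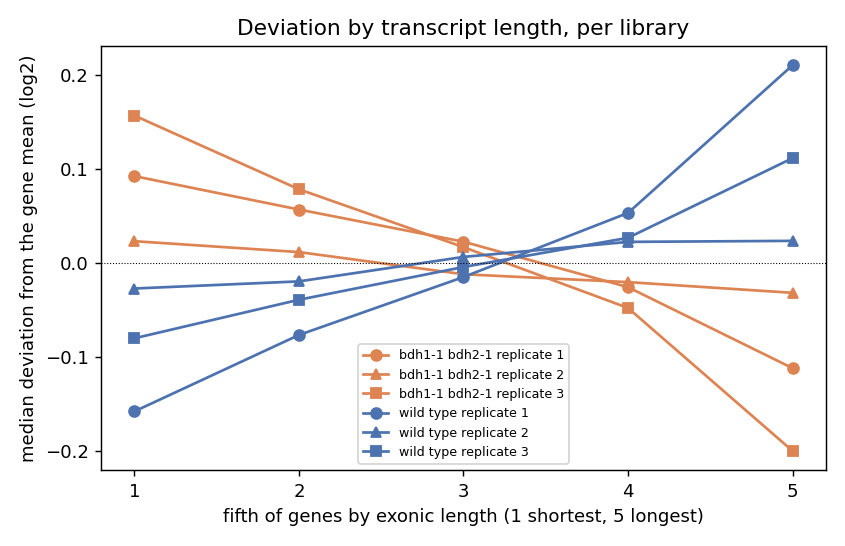
Median deviation from each gene's mean over the 6 libraries (log2) in 5 equal classes of genes by exonic length, 1 line per library. From the shortest to the longest class the 3 wild-type lines rise and the 3 mutant lines fall, by amounts that differ between replicates.

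Among genes with an average log2 CPM of at least 1 and no overlap between groups, the 5 highest log2 fold changes were those of AT2G01422 (5.39), AT1G75945 (5.25), AT5G42530 (4.92), AT5G04120 (4.76) and CYP710A4 (4.09). AT5G04120 overlaps a gene on the opposite strand. AT2G01422, annotated as a non-coding RNA, rose from 0.162 ± 0.141 CPM (SD, n = 3) to 6.93 ± 0.475 CPM (SD, n = 3). CYP710A4 encodes a cytochrome P450 and rose from 2.12 ± 2.02 CPM (SD, n = 3) to 36.1 ± 1.96 CPM (SD, n = 3). It shares a stretch of 1511 bases at 95.9% identity with a neighbouring copy, so reads may have been split between them. The 5 lowest were AT2G06845 (-7.02), AT5G55210 (-5.47), AT2G15810 (-3.90), SQE6 (-3.23) and SNC4 (-3.02). AT2G06845, annotated as related to beta-galactosidase, had 624, 802 and 797 counts in the wild-type libraries and 2, 4 and 10 in the mutant libraries (16.4 ± 2.29 against 0.124 ± 0.0962 CPM, SD, n = 3 each). It overlaps another gene on the opposite strand. SNC4 also has a near-identical copy, with a matching stretch of 609 bases at 96.2% identity. All of these genes kept their direction and an adjusted p under 0.05 in every alternative in which they were tested. Their size and order depended on single libraries. Without wild-type replicate 2 the log2 fold change was 7.36 for AT1G75945, 5.84 for AT5G42530 and 5.17 for CYP710A4. AT1G75945 had 0, 12 and 2 counts in wild-type replicates 1, 2 and 3. Only replicate 2 was above the floor of 3 counts, so 7.36 does not measure a size and 5.25 is uncertain. Without mutant replicate 3 the log2 fold change was -7.81 for AT2G06845, and without mutant replicate 2 it was -3.66 for SNC4. The other 5 moved by less than 1.5-fold when any 1 library was left out.

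The next comparison asked whether the loss of the BDH genes went with a change in the transcripts of the other SWI/SNF subunits, using a list of 26 genes, all tested. As a set the list was not past the threshold (limma's camera with a preset correlation, adjusted p 0.103 over the 8 lists). Much of that value came from the 2 mutated loci, which are members: without them, a choice made after seeing the data, the adjusted p was 0.326, and it was 0.371 with at least 10 counts in every sample, where they were not tested. Of its members, 9 had an adjusted p under 0.05 over all genes, 2 higher and 7 lower, and 10 when adjusted over the list alone. Besides the 2 mutated loci, 15 of the 24 members were lower and their median log2 fold change was -0.05. The largest change was that of CHR23, an ATPase gene, which rose from 8.92 ± 1.62 to 27.1 ± 6.0 CPM (SD, n = 3 each), a log2 fold change of 1.60 (SE 0.18; edgeR adjusted p 0.000621). It stayed past the threshold in all 17 alternatives. The other 6 members were closer to the threshold, and AT5G07980, AT5G07940 and AT5G17510 overlap other genes in the reference. AT5G07980 (-0.62), CHC1 (-0.55), AT5G07940 (-0.55), AT5G17510 (-0.51) and SWI3C (-0.47) were lower, and AT1G76380 (0.46) was higher, with edgeR adjusted p values from 0.0213 to 0.0488. Each of these 6 lost the call in at least 1 fit without a library, and AT5G07980, AT5G07940 and SWI3C also lost it once the length trend was taken out. With the trend taken out, CHC1 and AT5G17510 stayed past the threshold as lower, and CHR23 and AT1G76380 as higher. ATCHR12 and AT3G08020, named after their values were seen, were then also past it as higher. Besides the mutated loci, more called members were then higher than lower, the reverse of the main fit. Without mutant replicate 2 the whole list had an adjusted p of 0.0394, but 0.136 with the mutated loci left out of it.

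The remaining lists covered growth in darkness. The cell wall list, of expansin, xyloglucan endotransglucosylase/hydrolase (XTH) and cellulose synthase genes, was the only one of the 8 past the threshold (camera adjusted p 0.00165, higher). Its median log2 fold change was 0.29, with 23 of 33 tested members higher, and 16 members were past the threshold, 15 of them higher (17 adjusted over the list alone). The call did not hold under fry (adjusted p 0.149) or with the correlation estimated from the data (0.75), and no other list was past the threshold under either. Its largest changes were those of EXPA12, from 0.353 ± 0.128 to 2.04 ± 0.288 CPM (SD, n = 3 each), XTH20, from 1.14 ± 0.249 to 4.48 ± 0.581 CPM (SD, n = 3 each), and EXPA2, from 2.27 ± 1.52 to 8.93 ± 3.29 CPM (SD, n = 3 each). EXPA2, which overlaps a gene on the opposite strand, lost the call without mutant replicate 1 (edgeR adjusted p 0.0593). Its log2 fold change, 1.97 in the main fit, was 1.58 without wild-type replicate 1 and 2.60 without wild-type replicate 3. In simulated counts that carried the length trend, this list was not past the threshold (camera adjusted p 0.127), though photosynthesis and SAUR and auxin were. Across the fits without 1 library the adjusted p of the list ran from 2.13e-05 without wild-type replicate 2 to 0.0191 without mutant replicate 3.

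**Figure D4:**
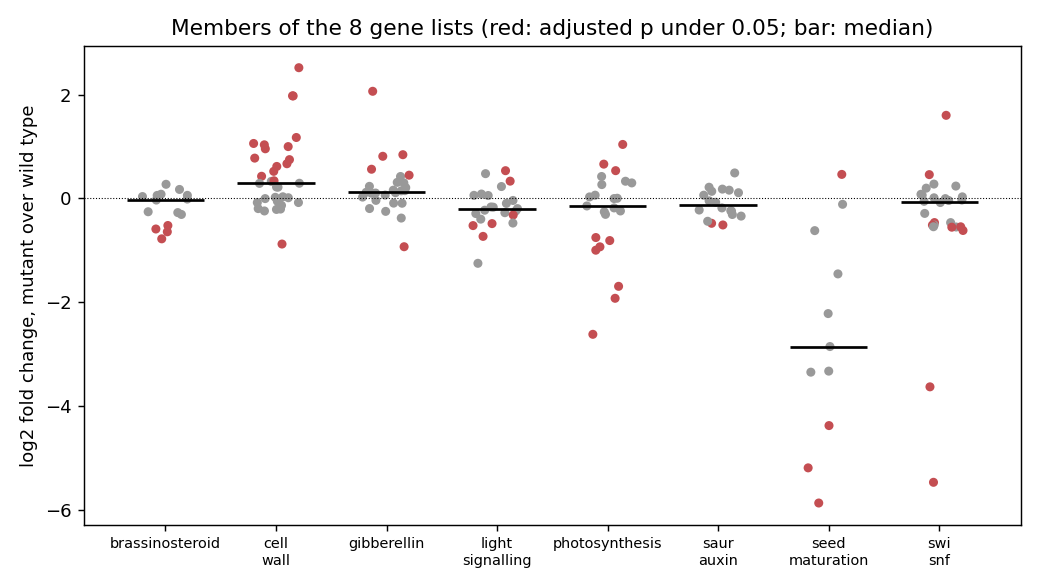
Log2 fold change of the mutant over the wild type for the tested members of the 8 gene lists, 1 point per gene, with the median of each list as a bar. Red points have an edgeR adjusted p under 0.05; in the cell wall list 15 of the 16 red points lie above 0.

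For gibberellin genes the camera adjusted p was 0.103, with 6 of 26 tested members past the threshold, 5 higher (7 adjusted over the list alone). The receptor gene GID1B rose from 23.9 ± 2.38 to 42.9 ± 6.18 CPM (SD, n = 3 each, log2 fold change 0.84), and the inactivation gene GA2OX8 also rose (2.06). GA2OX8 had only 4, 8 and 6 counts in wild-type replicates 1, 2 and 3. It had 30, 21 and 22 counts in mutant replicates 1, 2 and 3. Its wild-type counts lay near the floor, so the size of its change is uncertain. ATGA2OX1 was lower (-0.93) with an edgeR adjusted p of 0.0477, and lost the call in 10 of 17 alternatives. Without mutant replicate 2 the list had an adjusted p of 0.0394. For brassinosteroid genes the camera adjusted p was also 0.103. All 4 members past the threshold among 15 tested were lower (7 adjusted over the list alone), led by CYP90D1 (-0.78), ROT3 (-0.64) and BR6OX1 (-0.59), and these 3 kept the call in all 17 alternatives. ROT3 overlaps a gene on the opposite strand. Across the fits without 1 library the adjusted p of the list ran from 0.0538 without mutant replicate 3 to 0.314 without mutant replicate 2. It was 0.329 with length offsets and 0.340 with GC content added. For light signalling genes the camera adjusted p was again 0.103, with 6 of 23 members past the threshold, 2 higher and 4 lower (11 adjusted over the list alone). PIF4 fell from 41.3 ± 9.12 to 24.9 ± 3.73 CPM (SD, n = 3 each) while PIF3 rose from 58.9 ± 1.79 to 85.3 ± 12 CPM (SD, n = 3 each). Without 1 library the adjusted p of the list ran from 0.0629 (wild-type replicate 2) to 0.296 (mutant replicate 3), and with length offsets its direction turned at an adjusted p of 0.922, though not with GC content added (0.986). FHL was lower (-0.52) and lost the call in 5 of 17 alternatives.

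For photosynthesis genes the members moved apart and the set was not past the threshold (camera adjusted p 0.249), although it was without mutant replicate 2 (0.0482). Of 23 tested members 10 were past the threshold, 3 higher and 7 lower (12 adjusted over the list alone). All 7 lower ones were light-harvesting genes, and the 3 higher ones were Rubisco small subunit genes. The latter were RBCS1A (1.04), RBCS2B (0.66) and RBCS1B (0.53, edgeR adjusted p 0.0480), named after their values were seen and not searched for copies. Other light-harvesting members were not past the threshold and went both ways. The set test pools both families and describes neither. The light-harvesting genes LHB1B1 (-2.62), CAB2 (-1.93) and CAB3 (-1.69) had the largest changes. LHB1B1 fell from 476.8 ± 206 to 77.6 ± 31.3 CPM (SD, n = 3 each). CAB2 and CAB3 match CAB1 over 823 and 836 bases, at 96.1% identity, so reads may have been split between these copies and the single values are uncertain. For SAUR and auxin genes the camera adjusted p was 0.335, with 2 of 18 members past the threshold, SAUR24 (-0.51) and AT2G21210 (-0.48), and 0 adjusted over the list alone, where 6 had an unadjusted p under 0.05. Each lost the call in 7 of 17 alternatives. AT2G21210 overlaps another gene on the same strand. With length offsets, a correction chosen after seeing the data, the list was past the threshold as lower (camera adjusted p 0.0232). With GC content added the value was 0.0117. In simulated counts that carried the length trend, the list went the other way (camera adjusted p 0.0481, higher).

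For seed maturation genes the camera adjusted p was 0.319. Of 11 tested members 4 were past the threshold, 3 of them lower (6 adjusted over the list alone). The median log2 fold change was -2.85, but the wild-type libraries differed widely. CRA1 had 14, 444 and 3186 counts in wild-type replicates 1, 2 and 3 and 8, 36 and 14 in the mutant libraries. PAP85 had 2, 314 and 624 counts against 4, 4 and 16, and CRU3 had 4, 956 and 304 against 12, 32 and 14. For these 3 genes the groups overlapped, since wild-type replicate 1 lay within or below the mutant values. Without wild-type replicate 3 the calls of CRA1 and PAP85 were lost (edgeR adjusted p 0.0579 and 0.0589) and their log2 fold changes moved from -5.87 to -3.51 and from -5.19 to -4.24. Without wild-type replicate 2 the call of CRU3 was lost (0.0661), with a move from -4.38 to -2.87. Without mutant replicate 1 the calls of CRA1, PAP85 and CRU3 were all lost (0.0863, 0.0850 and 0.113), and CRU3 also lost its call without mutant replicate 3 (0.0673). Without wild-type replicate 1 the list had a camera adjusted p of 0.00079, and without wild-type replicate 2 one of 0.971.

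The authors' deposited table of the same comparison holds 23350 genes, with 5599 at an adjusted p under 0.05. Of the 4882 genes above, 4805 were among those of the authors' deposited table, all with the same sign, while 77 were not. A further 701 tested genes were past the threshold only in the authors' deposited table. Since both come from the same libraries, the overlap is not independent evidence. The authors' deposited table gives log2 fold changes of -3.59 for AT4G22320 and -5.46 for AT5G55210. For CRA1 the authors' deposited table gives a log2 fold change of -0.08 with an adjusted p of 0.00268, against -5.87 in the edgeR fit and -5.86 in an unshrunken DESeq2 run here. Log2 fold changes in the authors' deposited table are in general nearer 0 than those of that run (median ratio of absolute values 0.792), and how they were computed is not stated.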

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

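Alternatives listed as added in the methods were chosen after seeing the data. The planned legacy quasi-likelihood method proved to be the default of the installed version, so it moved nothing. The newer method gave 5008 genes, 4862 of them among the 4882.

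The fold changes of both mutated loci kept their sign and an adjusted p under 0.05 in all 16 alternatives in which they were tested; with at least 10 counts in every sample they were not tested. The number of genes changed at least 2-fold stayed between 672 and 1137. Of the genes changed, 57.9% were higher with upper-quartile factors (2813 against 2047) and 58.9% without mutant replicate 1 (1066 against 745), in place of 51.7%. The share was 49.5% with DESeq2 (2768 against 2826) and 49.9% without mutant replicate 2 (2446 against 2453), so which direction held more genes was not stable. The number of genes changed was 4884 with RLE factors, 4860 with upper-quartile factors, 5594 with DESeq2, 5029 with no filter and 4921 with halved counts. It moved to 431 in the test against a fold change of 1.5 and to 1649 at an adjusted p under 0.01, both stricter by construction. It ran from 1811 to 5558 across the 6 fits that each left out 1 library, with fewer samples, and the calls shared with the authors' deposited table from 1799 to 4727. The largest shift of the median of all genes by another scaling was 0.03 on the log2 scale, with upper-quartile factors.

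Samples of the same number share only that number: the correlations of their deviations from the group means were 0.05, -0.28 and -0.17. With the replicate block, 2090 genes changed and 2085 calls were shared with the authors' deposited table, and no list changed its call.

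The cell wall list lost the call with the estimated correlation (0.7505) and under fry (0.149), and kept it in the other 13 alternatives. With length offsets the SAUR and auxin list gained a call as lower (camera adjusted p 0.02318, and 0.0117 with GC content added). The light signalling list turned from lower to higher with length offsets, at an adjusted p of 0.9225. It stayed lower with GC content added (0.9863). The cause of these shifts was not tested beyond the trend itself. Across the fits without 1 library the adjusted p ran from 0.03941 to 0.1971 for gibberellin, from 0.04823 to 0.5326 for photosynthesis, from 0.03941 to 0.2963 for SWI/SNF, from 0.1298 to 0.9713 for SAUR and auxin and from 0.0007896 to 0.9713 for seed maturation. Without the 2 mutated loci the SWI/SNF list had an adjusted p of 0.3258, from 0.1361 to 0.7945 across the fits without 1 library, and passed the threshold in no alternative. Gibberellin, photosynthesis and the SWI/SNF list with the mutated loci crossed 0.05 only without mutant replicate 2, and seed maturation only without wild-type replicate 1. SAUR and auxin and seed maturation both turned from lower to higher without wild-type replicate 2, at 0.9713. The brassinosteroid list crossed the threshold in no alternative.

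Among the named genes, 73 combinations of a gene and an alternative lost the call, none gained one and none reversed.

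With 3 libraries against 3 there are 10 splits, so a share under 0.1 cannot be reached. For genes changed and for genes changed at least 2-fold, 1 of the 10 splits, the real one, gave as many; the 9 others gave 0 genes, with 92 to 3182 genes at an unadjusted p under 0.05. A camera p as small as the real one came from 3 of the 10 splits for cell wall and for gibberellin, 4 for brassinosteroid, 5 for light signalling and for SWI/SNF, 6 for photosynthesis, 7 for SAUR and auxin and for SWI/SNF without the mutated loci, and 8 for seed maturation.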

Other observations

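All tests in this part were chosen after the results they bear on were seen, though some use values from the planned fits.

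Transcript length went with the change between genotypes. The median log2 fold change was 0.18 in the shortest of 5 equal classes of genes and -0.24 in the longest, and among the longest 898 genes were called lower and 131 higher. The contrast between the longest and shortest class was 0.37, 0.05 and 0.19 in wild-type replicates 1, 2 and 3 and -0.20, -0.05 and -0.36 in the mutant replicates, so the groups did not overlap but the contrast also varied within each genotype. The mutant mean minus the wild-type mean was -0.41, with an SD of 0.159 in the wild type and 0.151 in the mutant. The labels give no preparation batch, and any such difference would follow the genotype here, so a difference between libraries in RNA integrity or preparation and an effect of the genotype on long transcripts cannot be told apart. The trend is not the whole cause of the calls, since 68.7% of them stayed past the threshold with the same sign once it was removed. The same holds for CHR23, whose log2 fold change was 1.82 with the length offsets, and for the cell wall list (camera adjusted p 0.000737). In simulated counts with the trend, 2 other lists passed the threshold without the offsets, photosynthesis and SAUR and auxin, both as higher. Light signalling (camera adjusted p 0.0501) and brassinosteroid (0.0601) came close to it there as lower, the direction they had in the data. An uncorrected list result can therefore come from the trend. Of the 5 lower SWI/SNF members, CHC1 and AT5G17510 stayed past the threshold with the offsets, at log2 fold changes of -0.54 (SE 0.169) and -0.45 (SE 0.135) and edgeR adjusted p values of 0.0453 and 0.0387, so the trend is not their whole cause. Both lie close to the threshold. Over its alternatives the adjusted p of CHC1 ran from 0.0145 to 0.147, the highest without mutant replicate 1. For AT5G17510 it ran from 0.0113 to 0.116, the highest without wild-type replicate 3. The log2 fold change of CHC1, -0.55 in the main fit, also depended on single libraries. It was -0.28 without wild-type replicate 1, which had 70.8 CPM against 43.8 and 43.7 in wild-type replicates 2 and 3. It was -0.68 without wild-type replicate 3. SWI3C, AT5G07940 and AT5G07980 moved to -0.32, -0.24 and -0.32 and lost the call (edgeR adjusted p 0.0670, 0.101 and 0.0903). For these 3 genes length bias and a lower level cannot be told apart, since part of the change remained but not past the threshold. ATCHR12 (0.47) and AT3G08020 (0.45), named after their values were seen, gained a call as higher.

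Seed storage transcripts were in general high in wild-type replicate 2, but only some of them in wild-type replicate 3. Counts in wild-type replicates 2 and 3 were 314 and 624 for PAP85. They were 198 and 6 for CRU2 and 444 and 2 for SESA3, so replicate 3 was near the mutant counts for these genes. Of the 17 listed seed genes, 16 had their highest level in one of these libraries. Among the 13 with at least 100 counts in a library, wild-type replicate 1 lay at or below the highest mutant library for 13 in TMM-scaled CPM, and for 12 with CPM of raw totals. The exception is CRU2, named after its values were seen, with 2 counts in wild-type replicate 1 and 2 in mutant replicate 1. Since this rests on 1 library, genotype and a difference in material between libraries cannot be told apart. A candidate explanation is RNA from seeds that had not germinated, but the same mix in both libraries is argued against. The log2 ratio of replicate 3 to replicate 2 spanned 10.6 units (with a pseudocount of 1), from -7.21 for SESA3, at 444 and 2 counts in replicates 2 and 3, to 3.37 for AT3G01570, at 129 and 1342 counts (both were named after their values were seen). Seeds at different stages were not tested.

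Even counts were in excess in every library. They made up 74.8% of values from 1 to 20, which argues against 1 count per fragment, 74.3% of values from 21 to 100 and 58.3% of values over 1000. A candidate explanation is that both reads of a pair were counted, with some pairs contributing 1 read. The lower share over 1000 goes with this, but the excess was nearly flat from the first range to the next and rose in wild-type replicate 1 (74.2% to 74.9%) and wild-type replicate 3 (72.6% to 72.9%), so the excess did not shrink steadily and the explanation stays open. The counting mode is not stated. Halving the counts gave 4921 genes changed.

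The lower CAB2 and CAB3 may reflect reads assigned to their near-identical copy CAB1. CAB2 and CAB3 together lost 603 CPM, and CAB1, which would then gain, was 7612 ± 502 CPM (SD, n = 3) in the wild type and 6364 ± 889 CPM (SD, n = 3) in the mutant (edgeR adjusted p 0.195). The counts of the 3 genes summed into 1 had a log2 fold change of -0.36 (SE 0.142), with an edgeR adjusted p of 0.0928 and an unadjusted p of 0.0306. The direction goes against a shift of reads, but the fall of the sum was not past the threshold. CAB1 made up most of the sum in the wild type (7612 of 8456 CPM). A loss of 603 CPM was also smaller than the SD of CAB1 in the mutant (889). The summed test could therefore barely register a fall of CAB2 and CAB3 alone, and it decides nothing about them. A shift and a fall of these genes cannot be told apart. LHB1B1 had no match of at least 100 bases at 95% identity, so this test does not bear on its fall. LHB1B2, named after its values were seen, is listed at 0 in all 6 libraries.

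Genes near the mutated loci were not called more often than others. Of the 80 tested neighbours, 20 on each side of each locus, 17 were past the threshold (21.2%), against 23.6% of other genes (two-sided Fisher's exact test, p = 0.694). An effect on a few neighbours was not detectable with this number.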
